# The transgenerational effects of oocyte mitochondrial supplementation

**DOI:** 10.1038/s41598-019-43135-4

**Published:** 2019-04-30

**Authors:** Justin C. St. John, Yogeshwar Makanji, Jacqueline L. Johnson, Te-Sha Tsai, Simone Lagondar, Fleur Rodda, Xin Sun, Mulyoto Pangestu, Penny Chen, Peter Temple-Smith

**Keywords:** Embryology, Development

## Abstract

Many women suffer from either failed fertilisation or their embryos arrest early during development. Autologous mitochondrial supplementation has been proposed as an assisted reproductive technology to overcome these problems. However, its safety remains to be tested in an animal model to determine if there are transgenerational effects. We have supplemented oocytes with autologous populations of mitochondria to generate founders. We mated the female founders and their offspring to produce three generations. We assessed litter size, the ovarian reserve, and weight gain and conducted a full histopathological analysis from each of the three generations. Across the generations, we observed significant increases in litter size and in the number of primordial follicles in the ovary matched by changes in global gene expression patterns for these early-stage oocytes. However, full histopathological analysis revealed that cardiac structure was compromised in first and second generation offspring, which could seriously affect the health of the offspring. Furthermore, the offspring were prone to increased weight gain during early life. Mitochondrial supplementation appears to perturb the regulation of the chromosomal genome resulting in transgenerational phenotypic gains and losses. These data highlight the need for caution when using autologous mitochondrial supplementation to treat female factor infertility.

## Introduction

An increasing number of couples are seeking assisted reproductive treatment as they fail to achieve a pregnancy of which approximately 61% of the female partners are over the age of 35^1,2^. Many suffer from either failed fertilisation or their embryos arrest during preimplantation development, which can persist through several rounds of treatment^1^. Although a number of causes have been cited including aneuploidy^3^, it has become increasingly evident that this failure also arises from the oocytes of these patients having too few copies of the maternally-only inherited mitochondrial genome (mtDNA)^4,5^.

mtDNA is located in each of the cell’s mitochondria and encodes 13 subunits of the electron transfer chain, 22 tRNAs and 2 rRNAs^6^. It has one major non-coding region, the D-Loop that interacts with nuclear-encoded factors to transcribe and replicate mtDNA. MtDNA replication is strictly regulated during development. During oogenesis, the primordial germ cells differentiate into mature, metaphase II oocytes. Each primordial germ cell possesses ~200 copies of mtDNA^7^, which are clonally expanded at later stages to provide mature metaphase II oocytes with >150,000 copies of mtDNA^7,8^ to surpass the threshold required for successful fertilisation outcome. Studies in pigs^8,9^, cattle^10^ and humans^4,5,11,12^ highlight how sufficient numbers of mtDNA copy promote fertilisation outcome and development. Indeed, human oocytes with fewer than 100,000 copies of mtDNA have significantly lower rates of fertilisation than oocytes with greater than 150,000 copies^4,5,11^.

Autologous mitochondrial transfer has been proposed as an assisted reproductive technology to ensure sufficient copies of mtDNA are present to support post-fertilisation developmental events in embryos until post-gastrulation when mtDNA replication is initiated^13,14^. Autologous transfer would not compromise the genetic identity of the offspring as is the case when third party or ‘donor’ mitochondria are used in an approach commonly referred to as ‘3-parent IVF’^15^. Furthermore, the use of ‘3-parent IVF’ in both mouse models and humans has been associated with a number of disorders^16,17^ that have resulted in this approach being banned by regulators in many countries.

In a pig model of mtDNA deficiency, it has been shown that the introduction of autologous mtDNA (~790 copies) increased mtDNA copy number by four-fold at the 2-cell stage and there was reduced gene expression associated with metabolic disorders, such as obesity and diabetes, by the blastocyst stage^18,19^. Likewise, in a bovine model of somatic cell nuclear transfer, it has been shown that oocytes with sufficient mtDNA also benefited from mtDNA supplementation (~560 copies) with there being increased levels of expression of genes involved in glycolysis and decreased levels of expression of genes involved in embryonic death^20^, which promote cell proliferation and embryonic development. In addition, the blastocyst-stage embryos possessed significantly higher numbers of mtDNA copy when compared with non-supplemented counterparts^20^.

As oocytes for assisted reproduction are normally collected following hormonal stimulation or less frequently through *in vitro* maturation and the mtDNA content of an oocyte cannot be directly assessed prior to treatment, we have supplemented superovulated mouse oocytes at the time of fertilisation with autologous populations of mitochondria to generate founders. This enabled us to determine if the transfer of additional mtDNA is safe practice and if subsequent generations are compromised, irrespective of whether the oocyte has sufficient mtDNA or not. We mated the female founders and their female offspring to produce three generations of offspring and analysed litter size, the ovarian reserve, and weight gain during neonatal development, and conducted a full histopathological analysis of the three generations of offspring. We found that autologous supplementation enhanced fertility but led to structural defects in cardiac tissue suggesting that the regulation of chromosomal gene expression that is established during oogenesis is perturbed by this process.

## Results

To generate founders, superovulated oocytes from F1: C57BL6/J/MARP × CBA/MARP females were supplemented with an isolate of mitochondria from the same strain at the same time as a spermatozoon obtained from the same strain of proven stud colony males was introduced into the oocyte by intracytoplasmic sperm injection (ICSI). The mitochondria were isolated from egg precursor cells (EPCs), which are putative naïve germ cells that are present in the ovarian cortex and can give rise to oocytes^21^. Each mitochondrial isolate was 3 pl in volume and contained 530 ± 28.8 (mean ± SEM) copies of mtDNA, which is the largest volume that can be introduced into an oocyte without inducing harmful effects. Given that the mature, metaphase II oocyte from the F1: C57BL6/J/MARP x CBA/MARP strain contains 154,251 ± 9021 (mean ± SEM) copies of mtDNA, the mtDNA introduced into the oocyte represents 0.34% of the oocyte’s total mtDNA content at the time of fertilisation.

Zygotes that progressed to the 2-cell stage of preimplantation development were transferred into pseudopregnant surrogate females. From three transfers, seven founder females and one male were generated. Once the founder females had reached sexual maturity, they were mated with proven stud colony males to determine their fertility using litter size as a readout, which is an important indicator of fertility in multiparous species such as mice^22^. The first litter from each of the seven founders produced litter sizes of 6.57 ± 0.48 (mean ± SEM; Supplementary Fig. 1a). We again mated the founders with colony males to produce a further four parities from three of the founders. There were no significant differences between each of the parities (Supplementary Fig. 1a). Collectively, the parities from the first generation produced a mean litter size of 7.48 ± 0.55 (Fig. 1a), which was significantly larger than colony controls conceived through natural matings (6.07 ± 0.26; p < 0.05; Fig. 1a). Female offspring from the first generation were mated with colony males to produce a second generation of offspring comprising three parities. There were no significant differences in litter size amongst the parities (Supplementary Fig. 1b). However, litter size for the second generation was also significantly larger than colony controls (7.95 ± 0.44; p < 0.01; Fig. 1a) but not to the first generation. Finally, we mated the females from the second generation to produce a third generation comprising one parity. The mean litter size for the third generation (8.25 ± 0.73; Fig. 1a) was also significantly higher than the colony controls (p < 0.05) but not higher than the first and second generations (p > 0.05). We conclude that the introduction of additional mtDNA into superovulated oocytes results in a transgenerational enhancement of fertility, as demonstrated through increased litter size.

**Figure 1:**
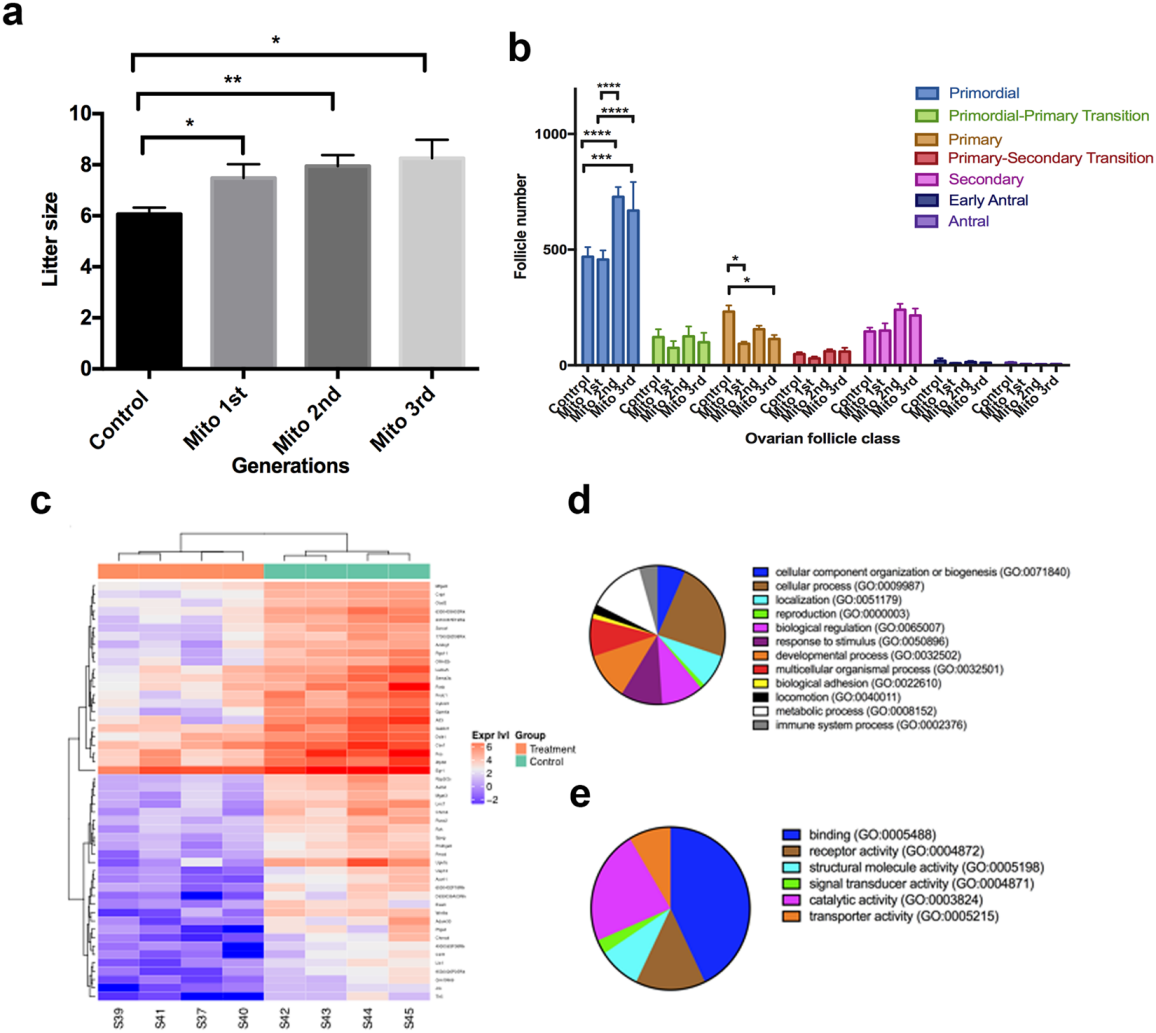
The effects of mitochondrial supplementation on litter size and the ovarian reserve. (**a**) Assessment of litter size (mean ± SEM) over three generations (1^st^, 2^nd^ and 3^rd^) of the offspring derived from founders generated through mitochondrial supplementation (Mito 1^st^ – n = 21 litters; Mito 2^nd^ – n = 19 litters; and Mito 3^rd^ – n = 8 litters). Litter sizes were compared to those from colony control mice (n = 93 litters). (**b**) Assessment of follicle number (mean ± SEM) from three generations of ten week old mice (Mito 1^st^; Mito 2^nd^; and Mito 3^rd^) generated from founders derived through mitochondrial supplementation and compared to colony controls (control). Primordial, Primordial-Primary Transition, Primary, Primary–Secondary Transition, Secondary, Early Antral, and Antral stages were assessed. (**c**) Heat map of RNA-Seq profiles. Total identified differentially expressed genes (FDR ≤ 0.05, absolute logFC ≥ 1) for third generation MITO supplemented (treatment; n = 4) and control mice (n = 4) were plotted based on the fold changes (log2) of read counts. ‘Expr lvl’ = expression levels. (**d**) PANTHER Gene Ontology Classification analysis for biological processes. (**e**) PANTHER Gene Ontology Classification analysis for molecular functions. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To determine if the increased litter size resulted from changes to the size of the ovarian reserve, we assessed the number of follicles present at the primordial, primordial-primary transition, primary, primary to secondary transition, secondary, early antral and antral stages in ten-week-old mice. For the second and third generations, we observed significant increases in the primordial follicle stages against both the control (range p < 0.001 to p < 0.0001) and first (p < 0.0001) generation mice (Fig. 1b; Supplementary Fig. 2). Furthermore, we observed reductions in primary follicles compared with controls for each of the generations, which were significant in the first (p < 0.05) and third (p < 0.05) generations.

As the third generation produced the largest litter sizes and significantly higher primordial follicle counts, we performed RNA-Seq on primordial follicles from day 3 ovaries from this generation. 

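RNA-Seq was performed on primordial follicles isolated on postnatal day 3 from 4 mitochondrial supplemented (mito-supplemented) samples of the third generation and 4 control samples. The reads were mapped to GRCm38 and counted on annotated exons by the authors, and the values used here are these counts per gene, without normalization. The control libraries held 17658559, 13917412, 18219362 and 10370045 counts for replicates 1 to 4, and the mito-supplemented libraries 19760763, 13370911, 16116434 and 13276462. The mean total was 15041344.5 ± 3653029 (SD, n = 4) in controls and 15631142.5 ± 3051909 (SD, n = 4) in mito-supplemented samples, and the groups did not differ in total (exact permutation test, two-sided, p = 0.80). The paper reports a mean of 29.7 M reads passing the quality filter over all its libraries, whereas the values here rest on the reads counted on genes. The paper excluded a further control library as an outlier before testing, and this library was not analysed here. Each sample's group was taken from the sample labels, and every direction given rests on them. The counts were normalized by edgeR's TMM method, and genes were kept where they passed edgeR's expression filter with its default settings, because the paper's text does not give its own filter. The filter kept 13873 of the 26586 genes listed, and 5749 of those listed had no count in any library. Xist, which is transcribed from the inactive X chromosome of females, had between 4505 and 64661 counts in each library, and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had 0 counts in all 8 libraries. The intervals and limits given for counts cover counting error only, since amplified reads are not independent molecules.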

In all, we identified 53 differentially expressed genes between the primordial follicles of third generation mice and controls based on >absolute 2-fold differences and an adjusted p value < 0.05, which are presented in a heat map (Fig. 1c). 

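In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 13873 genes had an adjusted p value under 0.05, and the lowest adjusted p value was 0.418. At an unadjusted p value under 0.05 there were 1069 genes, of which 736 were higher and 333 lower in mito-supplemented samples, while with an offset for GC content and length 560 were higher and 553 lower. With edgeR's likelihood ratio test, the test the paper names, 58 genes passed an adjusted p value of 0.05 and a 2-fold difference, 57 of them higher in mito-supplemented samples and 1 lower, Acsl6, which is named after its values were seen. This direction follows the sample labels, whereas about 50 rows of Fig. 1c, read by eye, are lower in the group marked Treatment. The alternative that moved the count of called genes most was limma-voom with sample quality weights, which called 2578 genes. The spread between libraries was wide, with a common biological coefficient of variation of 0.771. Egr1 (chromosome 18 of GRCm38, 34859823 to 34864984) had 109.9 ± 37.5 CPM (SD, n = 4) in controls and 645 ± 402 CPM (SD, n = 4) in mito-supplemented samples, a log2 fold change of 2.55 (standard error 0.54, adjusted p = 0.440 from edgeR's quasi-likelihood test). Fos (chromosome 12, 85473890 to 85477273) rose from 19.6 ± 15.9 to 174 ± 99.5 CPM (SD, n = 4 each), a log2 fold change of 3.15 (standard error 0.64, adjusted p = 0.440 from the same edgeR test). Atf3 (chromosome 1, 191170296 to 191218039) rose from 6.21 ± 5.49 to 109.9 ± 66.3 CPM (SD, n = 4 each), a log2 fold change of 4.14 (standard error 0.79, adjusted p = 0.440 from the same edgeR test). For Egr1, Fos and Atf3 every mito-supplemented library lay above every control library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Fosb (chromosome 7, 19302696 to 19310051) had a log2 fold change of 3.19 (standard error 0.79), and its groups overlapped (exact permutation test, two-sided, p = 0.0571). Without mito-supplemented replicate 4 its log2 fold change was 2.16, and without control replicate 4 it was 3.74. That of Fos ran from 2.81 to 3.90 with each library left out in turn. In the likelihood ratio test the adjusted p values of Egr1, Fos, Fosb and Atf3 were 0.0132, 0.00410, 0.0274 and 0.00085. Over the alternatives the adjusted p value of Egr1 ranged from 0.00233 to 1.00, that of Fos from 0.000466 to 0.971, that of Fosb from 0.00610 to 1.00 and that of Atf3 from 2.88e-05 to 0.971, the last with log2 fold changes from 3.24 to 4.85. The 10 genes with the largest changes in the likelihood ratio test among those with separated groups were Rnf39, Rdh1, Gm19817, Sp5, Tlr5, 2810468N07Rik, 1810011O10Rik, Upk1b, Mia1 and Chrna4, all higher in mito-supplemented samples. All control libraries held 3 counts or fewer of Rnf39, Rdh1, Gm19817, Tlr5, 2810468N07Rik and Mia1. With each control library set at 3 counts, these genes were 5.20-fold, 30.8-fold, 17.5-fold, 12.4-fold, 3.78-fold and 10.1-fold higher in mito-supplemented samples. These limits allow for counting error only where a control count was 0, since an observed count of 1 to 3 allows more than 3. Single libraries moved these limits, to 11.4-fold for Rdh1 without mito-supplemented replicate 4, and to 11.4-fold for Gm19817 and 7.31-fold for Tlr5 without mito-supplemented replicate 2. Without control replicate 4, the library with the highest floor, the limits of the 6 genes were 8.23-fold, 48.8-fold, 27.8-fold, 19.7-fold, 5.99-fold and 16.0-fold in the same order. Exons of Rdh1, 2810468N07Rik, 1810011O10Rik and Mia1 overlap those of another gene, so their counts are uncertain. Upk1b (chromosome 16, 38773184 to 38800328) had 1.65 ± 2.06 CPM in controls and 57.8 ± 51.3 CPM in mito-supplemented samples (SD, n = 4 each), a log2 fold change of 5.07 (standard error 0.99), which was 4.26 without mito-supplemented replicate 2 and 6.55 without control replicate 1.

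**Figure D1:**
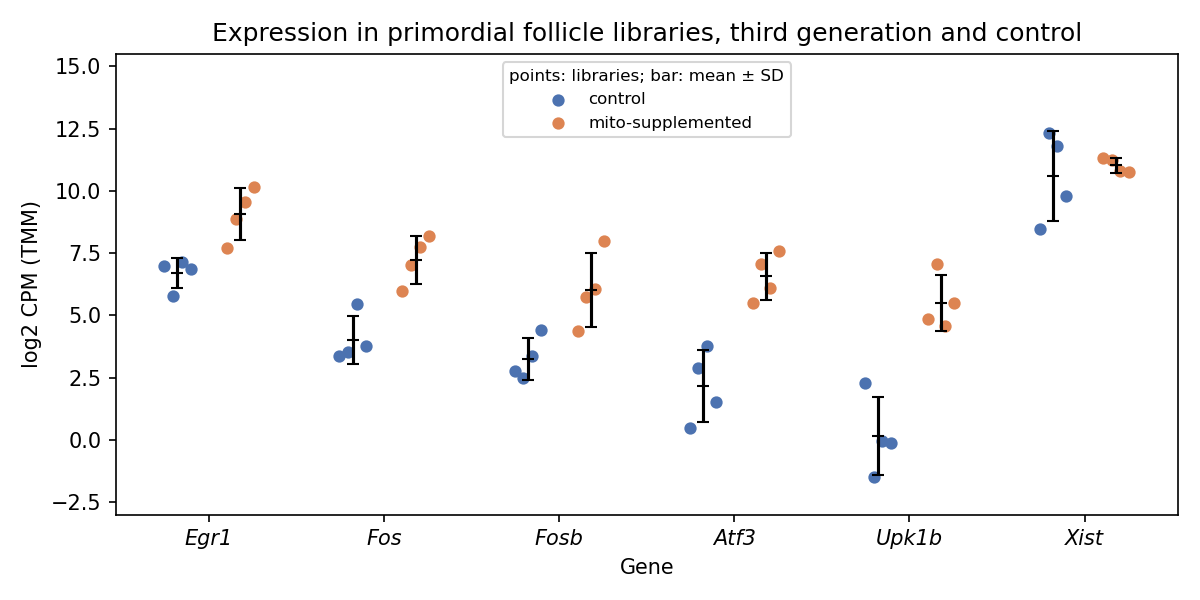
Expression of Egr1, Fos, Fosb, Atf3, Upk1b and Xist as log2 CPM (y axis) for each gene (x axis), with a point for each library and the mean ± SD of each group. Egr1, Fos, Atf3 and Upk1b have no overlap between the groups, whereas the Fosb and Xist libraries overlap.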

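The genes available for classification were the 58 found by the likelihood ratio test, since the quasi-likelihood test gave none. Of these, 56 had a symbol matched to GENCODE M21, and 52 were annotated as protein coding. The exons of 16 overlapped those of another gene, which makes their counts uncertain. The immediate-early genes, which are transcribed rapidly after stimulation of a cell, accounted for 5 of the 58 genes, namely Egr1, Fos, Fosb, Atf3 and Zfp36. Upk1b from a list of ovarian surface epithelium genes, Esam from a list of endothelial genes and Ptgs2 from a list of inflammatory genes were also among the 58. Zfp36, Esam and Ptgs2 are named after their values were seen. The lists of oocyte, granulosa, stromal, DNA methylation, mtDNA replication and nuclear-encoded oxidative phosphorylation genes contributed 0 genes. The ontology classification itself was not analysed here.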

Using the Panther Ontology Classification System, cellular, metabolic and developmental processes were the most modified biological processes (Fig. 1d), whilst binding, catalytic activity and receptor activity were the molecular functions most modified (Fig. 1e). Collectively, these data indicate that mitochondrial supplementation at the time of fertilisation can act on the germline to modify chromosomal gene expression profiles that can influence primordial follicle numbers, which, in turn, results in a transgenerational increase in litter size and to phenotypically promote fertility.

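Whole expression profiles were compared by the root mean square difference in log2 CPM between libraries. The mean distance was 1.79 between the groups and 1.73 within them, a difference of 0.066 (exact permutation test over 35 splits, one-sided, p = 0.171). Gene lists were written before the data were examined, but after Egr1, Fos, Fosb and Atf3 had been read in Fig. 1c. The lists were compared by limma's camera test with Benjamini-Hochberg adjustment over 14 lists. For each list, the median over its genes of the difference in mean log2 CPM is given. The immediate-early list had a median of 1.55, with 37 of 39 genes higher in mito-supplemented samples (adjusted p = 1.87e-12 from limma's camera test). It includes the 4 genes read in Fig. 1c, so it is not independent of that figure. The 35 other genes tested had a median fitted log2 fold change of 1.11, with 30 higher. The surface epithelium list had a median of 2.62, with all 10 genes higher (adjusted p = 5.02e-08 from limma's camera test). The granulosa list had a median of 1.15 (adjusted p = 0.000143 from limma's camera test), and the stroma list of 0.79 (adjusted p = 0.00603 from limma's camera test). Without control replicate 2 the granulosa median was 0.67, and the stroma median was 0.41 without control replicate 1 and 1.37 without control replicate 4. Without control replicate 1 the number of lists past an adjusted p value of 0.05 was 3. The oocyte list had a median of -0.72 (adjusted p = 0.0304 from limma's camera test), and without control replicate 1 it was 0.20, while it was -1.24 without control replicate 2. In all, 8 of the 14 lists passed an adjusted p value of 0.05 with a preset correlation between genes, but 0 did so in limma's fry test or with the correlation estimated from the data. For the average of each list per library, the immediate-early and surface epithelium lists each had no overlap between the groups (exact permutation test, two-sided, p = 0.0286), with an adjusted p value of 0.20 over the 14 lists. As 0.0286 is the smallest p of this test, these lists alone could not pass 0.05 after adjustment. The surface epithelium averages were separated narrowly, with 4.419 log2 CPM in control replicate 4 and 4.429 in mito-supplemented replicate 1. From the gene expression and the follicle counts, the paper concludes that mitochondrial supplementation can act on the germline and modify chromosomal gene expression, and that this can influence primordial follicle numbers and, in turn, litter size.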

To determine if the unexpected enhancement of one phenotypic trait would impact on other phenotypic traits, we conducted physiological and anatomical assessments of females from each of the three generations. Firstly, we weighed offspring after the first week of birth over eight consecutive weeks. For the first generation of offspring derived from mitochondrial supplementation (inclusive of parities 1 to 5), we observed significant incremental increases in weight from weeks 1 to 2 (p < 0.0001), 2 to 3 (p < 0.0001), 3 to 4 (p < 0.001), and 5 to 6 (p < 0.05) (Supplementary Fig. 3a). Similar incremental increases were observed in mice derived through ICSI, although weeks 5 to 6 were not significant (Supplementary Fig. 3b). A comparison between mitochondrial supplemented- and ICSI-derived mice showed that the mice derived from mitochondrial-supplemented founders were significantly heavier in weeks 1 (p < 0.01), 2 (p < 0.001) and 3 (p < 0.05) (Fig. 2a). However, there were no differences from week 4 onwards, although the trend was for the mitochondrial-supplemented mice to be heavier. For each of the five parities from the first generation of mitochondrial-supplemented mice, we observed significant differences in weeks 1 (Figs. 2b), 2 (Fig. 2c) and 4 (Supplementary Fig. 3c) with the third parity being predominately heavier. The most significantly affected time period during development was week 1 (*cf* Fig. 2b,c, Supplementary Fig. 3c). Interestingly, the trends set in the first generation were maintained across the second and third generations as there were no significant differences in weight following each weekly recording (Supplementary Fig. 3d), although there were incremental increases from week to week when the values from each generation were combined (Fig. 2d). When the combined values for the three generations were compared with ICSI-derived offspring, there were once more significant differences at weeks 1, 2 and 3 with mitochondrial supplemented mice being heavier (Fig. 2e). Differences in patterns of neonatal weight gain were not observed between the mitochondrial-supplemented founders and their three generations of offspring. We found a significant difference in weight for founders between weeks 1 and 2 (p < 0.05; Supplementary Fig. 4a) but did not observe differences between ICSI and mitochondrial-supplemented founders (Supplementary Fig. 4b) and between mitochondrial-supplemented founders and the first generation of their offspring (Supplementary Fig. 4c) and all three generations (Fig. 2f). This suggests that the inherited weight gains observed in mitochondrial-supplemented offspring are present in the founders and transmitted through to subsequent generations.

**Figure 2:**
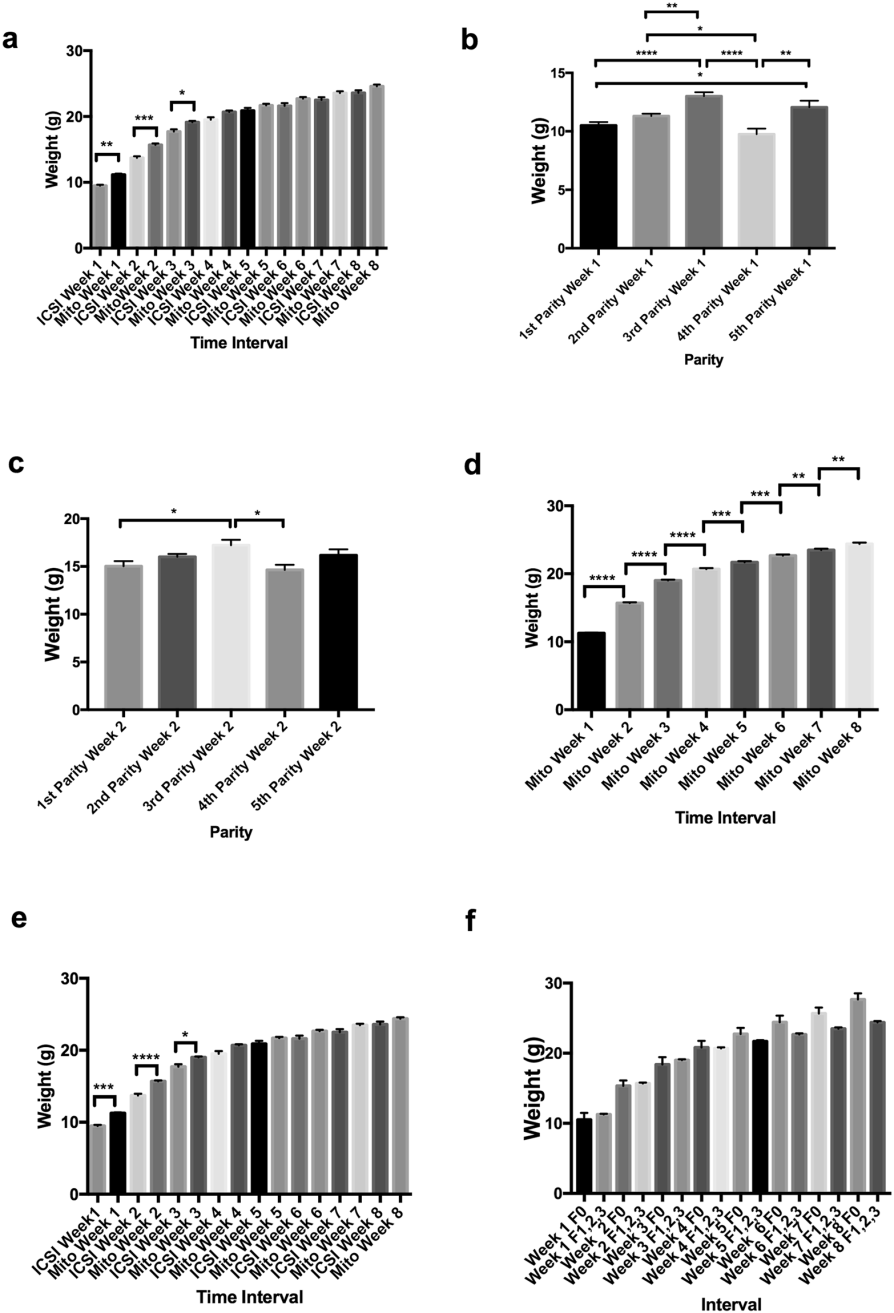
Assessment of weight gain in mitochondrial supplemented mice. Mice were assessed over eight weeks (weeks 1 to 8) after birth. (**a**) Weight gain in first generation mitochondrial supplemented mice (all parities) compared with ICSI-derived mice. (**b**) Weights at week 1 over five parities from first generation mitochondrial supplemented mice. (**c**) Weights at week 2 over five parities from first generation mitochondrial supplemented mice. (**d**) Total values for first, second and third generation mitochondrial supplemented mice. (**e**) Total values for first, second and third generation mitochondrial supplemented mice compared with ICSI mice. (**f**) Mitochondrial supplemented founders (F0) compared with 1^st^ (F1), 2^nd^ (F2), and 3^rd^ (F3) generation mice. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. All values are mean ± SEM.

As we observed differences in weights resulting from mitochondrial supplementation, we subjected three adult female mice from each of the three generations and three age matched control mice to histopathological analysis. Macroscopic observation revealed that the three generations of mice arising from the founders derived from mitochondrial supplementation and controls all appeared to be well nourished, active and healthy with no evidence of illness or lesions (Supplementary File 1). Furthermore, all organs were normal in size and appearance when compared to controls. In general, the organs examined in all mitochondrial-supplemented mice appeared pathologically normal when compared to, both, control mice and the recorded literature. Some minor anomalies were identified such as a thymic cyst in one animal; mild hyperplasia and inflammation in the stomach of another; and evidence of inflammation in the kidney of a third animal. Animals from all three generations also exhibited some mild extramedullary haematopoiesis in the spleen, which is a common finding in mice^23^. However, a major abnormality was observed in all three of the first generation mice and one from the second generation. They typically displayed lesions of, and thickening to, the connective tissue of the atria-ventricular valves (Fig. 3). These changes in valvular pathology suggest that with age, complications may arise. To confirm this finding, a further four hearts from the cohort of first generation mice derived from mitochondrial supplementation were micro-pathologically assessed. Whilst the cardiac muscle, including muscle fibres, chambers and vessels of these mice showed typical micromorphology, as seen in the three first generation and one second generation mice examined previously, all four hearts displayed varying degrees of severity of mucoid degeneration of the valves (Supplementary File 2; *cf* Fig. 3a–f). Although this defect has been reported in mice^24^, it was limited to the offspring derived from the mitochondrial supplemented founders in our study. This defect could lead to severe heart abnormalities later in life that, frequently, in humans require surgery to correct. In all, these histopathological assessments indicate several minor defects and the generational transmission of a potentially severe heart defect as a result of mitochondrial supplementation, although the heart defect did not appear to be present in the third generation.

**Figure 3:**
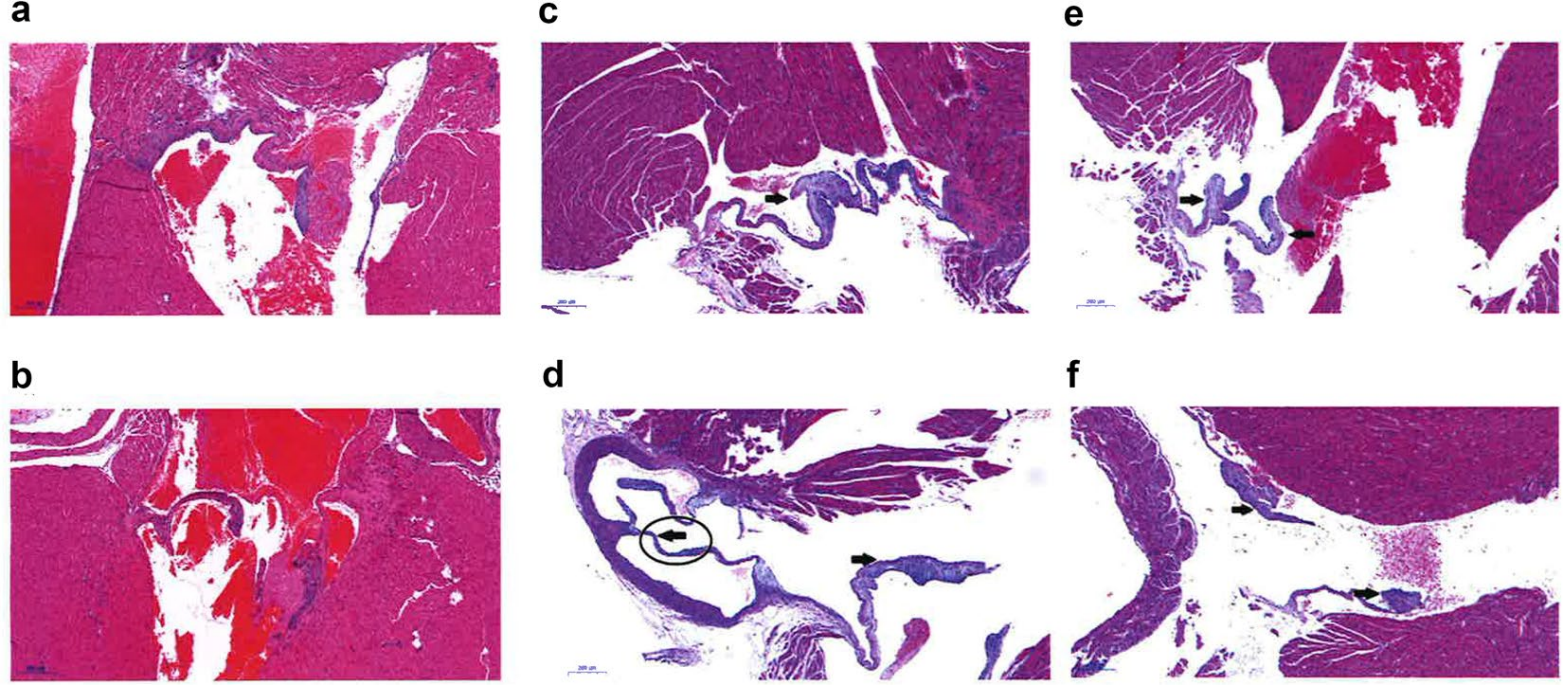
Heart valve defects. (**a**,**b**) Haematoxylin and Eosin staining of normal heart valves in control mice. (**c**–**f**) Thickened heart valves with myxomatous stroma, as indicated by arrows in four first generation mice derived from mitochondrial supplemented founders. Scale bar = 200 μm.

To ascertain that the phenotypic changes did not arise from a third party, genetically diverse source of mtDNA, we performed Next Generation mtDNA Sequencing on day 3 primordial follicles from third generation offspring and isolates of mitochondria extracted from EPCs used to supplement the oocytes which generated the founders. Primordial follicles comprise the early stage oocytes that have the potential to mature into fertilisable oocytes and, thus carry the mtDNA that is transmitted through the maternal lineage to subsequent generations. After mapping the reads against a reference genome, and then deriving a consensus sequence for each sample, which is indicative of the most frequently called base at each site, we observed differences in mtDNA sequence for each set of primordial follicles and EPC mitochondrial isolates. These were at nt9348 (G → A), nt9461 (T → C), nt9829 (InsA) and nt9830 (InsA) (Supplementary File 3). However, analysis of all reads showed these were sites exhibiting varying degrees of heteroplasmy. Of these variants, nt9348 (G → A) was predicted to be damaging following analysis using Panther’s Evolutionary Analysis of Coding SNPs (Supplementary Table 1). Moreover, we identified seven other sites with lower levels of heteroplasmy, which had frequencies for the minor base called at 3.1 to 23.6% (Supplementary Table 2). Of these variants, 12581(C → A) was predicted to be damaging although its level of heteroplasmy was only 9.8 ± 1.75 (Supplementary Table 1). This outcome indicates that the mtDNA populations were from the same maternal lineage. However, it is evident from the loss and gain of mtDNA variants between the EPC and the primordial follicles, both fixed and at low levels, that there is preferential selection for and against certain variants, which could account for the heart defect or minor anomalies identified through pathology. This is certainly the case for the Insertion/deletion at nt9821 (P < 0.001) and the single nucleotide variant at nt12581 (P < 0.0001).

## Discussion

The number of mtDNA copies present in the oocyte at fertilisation is regarded as an essential genetic investment in embryonic development^14^. This is exemplified by events during pig preimplantation development where there are very significant reductions in mtDNA copy number^8^, with each newly divided embryonic cell having fewer copies of mtDNA^9^. Studies in human embryos highlight this process whereby there appears to be an active process of shedding mtDNA, which promotes development to the blastocyst stage, the final stage of preimplantation development, and implantation^25^. The inner cell mass cells, which form the embryo proper and the foetus, continue to reduce mtDNA copy number^7^ as they remain in an uncommitted state through to gastrulation, which is when differentiation first starts, and establish the ‘mtDNA set point’^26,27^. The mtDNA set point comprises a small founder population of mtDNA that segregates to all cells of the body. This population of mtDNA is maintained at low levels as undifferentiated cells progress to organogenesis, when tissues and organs first form, and is then replicated in a cell specific manner. As a result, each mature cell type acquires a distinct number of mtDNA copies^28^, which enables them to support their specialised functions with appropriate levels of ATP^14^.

mtDNA supplementation at the time of fertilisation can increase the amount of mtDNA available to support development to a post-gastrulation stage when mtDNA replication is first initiated in the newly formed embryo. This enhancement would, for example, provide mtDNA-deficient oocytes with sufficient mtDNA to establish the ‘mtDNA set point’^27,28^ that, in turn, ensures sufficient template is available to initiate mtDNA replication, which takes place in the mouse at E6.5^29,30^. Indeed, initiation of mtDNA replication at this stage of development appears to be critical to development as mice homozygous for the mtDNA-specific replication factor (Polg^−/−^) die *in utero* due to insufficient template being available^29^. In a pig model of oocyte mtDNA deficiency, it is evident that supplementation with similar amounts of autologous populations of oocyte mtDNA can enhance embryo development rates^18^. This is mediated by the additional mtDNA inducing an mtDNA replication event between fertilisation and the 2-cell stage that increases mtDNA copy number by 4.4-fold^18^ accompanied by changes to the DNA methylation status of POLG^19^, the mtDNA-specific replication factor. Indeed, it has been shown that POLG is DNA methylated in a cell-specific manner in human^31,32^ and mouse cells^28^. Furthermore, mtDNA supplementation improves chromosomal gene expression patterns of the resultant blastocyst stage embryos whereby gene networks and pathways associated with metabolic disease and the mitochondrial regulation of epigenetic control are more or less fully restored when compared with blastocysts derived from oocytes with sufficient mtDNA copy number^18,19^. This suggests that mitochondrial supplementation influences chromosomal gene expression profiles during early development to promote improved embryo quality.

However, our data show in a mouse model that has normal reproductive function and is not hindered by poor gamete quality that the supplementation of superovulated oocytes with EPC mitochondria can alter an offspring’s phenotype and this persists over several generations. Firstly, we see increased fecundity through increased litter size, which is also reflected in primordial follicles having increased germ cell numbers and differences in gene expression profiles. However, this appears to be at the expense of increased weight gain during neonatal and juvenile development, and structural defects of the heart, which appear in at least one or more subsequent generations. Consequently, the simple addition of extra copies of mtDNA to a mature oocyte appears to influence the chromosomal genome perhaps by altering its epigenetic regulation through metabolites secreted from the mitochondria that, for example, can modulate DNA methylation. To this extent, α-ketoglutarate can mediate the transition of a DNA methylated to a DNA demethylated state by acting as a co-factor with the TET family of proteins that are largely involved in this process^33^. Indeed, in our porcine model, BCAT2, a regulator of amino acid metabolism and α-ketoglutarate^34^, was modulated as a result of mitochondrial supplementation^19^. As such, there appears to be a relationship between the differentiated state of the chromosomal genome and mtDNA copy number, which is likely established during oogenesis. During oogenesis, mtDNA copy number increases in a synchronous manner with the differentiation of early germ cells into mature metaphase II oocytes^35^. Indeed, a similar process takes place as embryonic stem cells differentiate from their naïve state into mature, functional adult cells^30^. Likewise, mtDNA depletion experiments have shown that the reduction in mtDNA copy number can diminish the differential potential of tumour-initiating cells to more of a semi-pluripotent state and they thus resume a more naïve status with reduced or delayed tumorigenic capacity^36^. Indeed, these tumours require the restoration of mtDNA copy number in order for tumorigenesis to proceed^36–38^.

Phenotypic trade-off is not unusual in breeding programs. For example, in livestock breeding, the attraction of increasing frame size and muscle mass is tempered by frequently observed declines in fertility of these enhanced animals^39,40^. In other species, such as birds, it is evident that there is a ‘trade-off’ between enhanced fertility at the expense of metabolic efficiencies^41^. Furthermore, differences between mtDNA haplotypes, which determine the common maternal origins of an individual, have been used to explain why pigs with better muscle depth and fatness to leanness ratios often have reduced fertility as indicated by poorer oocyte quality and smaller litter sizes, and vice versa^42^. In cattle, oocyte quality through decreased mtDNA copy number can also be accounted for by certain mtDNA haplotypes^10^. Similarly, cattle mtDNA can affect the phenotype of bison whereby bison carrying cattle mtDNA are smaller irrespective of whether the environment is nutritionally poor or rich^43^.

However, our studies show that simply introducing ~530 copies of mtDNA, less than 1% of an oocyte’s total mtDNA content, can induce a phenotypic trade-off, which appears to be at the expense of the structure of a key organ, namely the heart. If affected, this is likely to lead to serious health complications later in life, and, as it is a transmissible defect, it would affect subsequent generations^44^. The heart is most likely affected as it is a high ATP requiring organ that is highly dependent on oxidative phosphorylation for the production of energy through the electron transfer chain and, thus, possesses high mtDNA copy number^28^. Consequently, the potential dysregulation of mtDNA segregation or mtDNA replication during development following mitochondrial supplementation could manifest in a high-ATP requiring tissue, as is the case with many of the mtDNA disorders^45^. As a result, the strict regulation of mtDNA copy number during oogenesis^35,46^ is perturbed by mitochondrial supplementation and questions whether autologous supplementation could lead to health problems when used to improve fertility outcomes in humans and livestock species.

Whilst there has been much concern about the health and well-being of humans and mice generated from third party mitochondrial supplementation (reviewed in^14^), it appears that there is also cause for concern regarding autologous mitochondrial supplementation. In this instance, there appears to be preferential selection for four variants, which were identified in the female germline, as evidenced by their presence in the primordial follicles. One of these variants was deemed to be deleterious and, thus, harmful. However, another variant was also deemed to deleterious but it was present at a level sufficiently low enough that is unlikely to affect a phenotype^47^. Therefore, a degree of caution is required by regulators before granting licences or permission to exploit this technology clinically. This outcome is similar to third party human mitochondrial supplementation, which has been banned by regulators in a number of countries. Our data also provide a potential reason as to why many cloned offspring, which received a similar amount of mtDNA present in the donor cell as the nucleus is transferred into a recipient oocyte, exhibited poor pathologies and often died shortly after birth^48^. Furthermore, our data offer a cautionary note to proponents of nuclear transfer to treat mitochondrial disease and argue that the transfer of a small amount mitochondria with the metaphase II spindle or pronuclei, as proposed^49–51^, may have a profound effect on the offspring.

In all, we show that autologous mitochondrial supplementation can enhance reproductive function in a small cohort of founder mice by increasing litter size and the ovarian reserve in subsequent generations. However, this is at the expense of weight gain and the structure of heart tissue. Consequently, it appears that mitochondrial supplementation can induce a phenotypic trade off by modulating chromosomal gene expression profiles and changes in morphology likely by altering epigenetic patterns but also through the preferential selection of mtDNA, both of which are established during early oogenesis. However, it remains to be determined whether this effect is species-dependent and would always be specific to heart tissue or if other high-ATP requiring tissues and organs would also be affected in a random or non-random manner. Consequently, testing in a larger animal model with physiological and anatomical characteristics more similar to the human is also required.

## Methods

### Ethics approval and consent

All animal procedures and experimental protocols were approved by Monash University Animal Ethics Licensing Committee A under licence numbers MMCA 2014/43 and 2017/080 BC. All animal procedures and experimental protocols were conducted in accordance with the Australian Code for the Care and Use of Animals for Scientific Purposes, 8th Edition 2013. Mice were kept in the animal house under 12 hr light (8 am–8 pm) and 12 hr dark (8 pm–8 am).

### Superovulation and oocyte collection

Superovulation was conducted by injecting 4 to 6 week female mice (F1: C57BL6/J/MARP x CBA/MARP) with 5 IU PMSG (Folligon, MSD, Bendigo, Australia) intraperitoneally at 6 pm followed by hCG (Chorulon, MSD) intraperiotenally 48 h later. Mice were killed by cervical dislocation 15 h after hCG injection. Ampulla were isolated and kept in warm KSOM-Hepes^52^ and cumulus oocyte complexes were collected from the ampulla under a dissection microscope. Oocytes were denuded of the surrounding cumulus cells by incubating the cumulus oocyte complexes in a 100 µL drop of 100IU/mL Hyaluronidase (Sigma Aldrich, Sydney, Australia) in KSOM-Hepes for 1 min followed by pipetting using a pulled glass pipette. Only mature oocytes showing extrusion of the first polar body were used for injection. A group of 10 to 20 oocytes were kept in a drop of KSOM-culture media under oil in an incubator at 37 °C, 5% CO_2_ with humidified air until injections were performed.

### Mitochondrial preparation

EPCs were isolated from ovarian tissue of F1: C57BL6/J/MARP x CBA/MARP females using an antibody cell sorting protocol, as described in^21,53^. Mitochondria were isolated from EPCs by differential centrifugation, resuspended in buffer and condensed into a small volume by an additional centrifugation step, as described in^18^. The mitochondrial isolates were stored in aliquots in liquid nitrogen (LN_2_) until use. Mitochondrial isolates were thawed and kept at 37 °C on a heated stage in a microdroplet under mineral oil on an injection plate for injection.

### Sperm collection and preparation

A 10 week old male (F1: C57BL6/J/MARP × CBA/MARP) of proven fertility, which had produced at least one litter of 5 or more pups following its first mating, was killed by cervical dislocation and the cauda epididymis was isolated by dissection. Sperm were extracted by making a small incision in the cauda epididymis, which was then placed in 1 mL warmed KSOM-Hepes in a 5 mL tube. Sperm swam out from the epididymis into the media. The sperm suspension was transferred to a new tube. A sperm droplet for oocyte injection was made by mixing the sperm suspension with 10%PVP (1:1). A drop of 10 uL was placed in the microinjection dish (BD, Melbourne, Australia).

### ICSI and mitochondrial supplementation

A droplet of 5 uL of the mitochondrial suspension was placed in a microinjection dish next to the sperm, wash and oocyte droplets. All droplets were covered by light mineral oil (Sigma, Sydney, Australia). ICSI and mitochondrial supplementation were performed under an inverted microscope (Olympus IX71, Tokyo, Japan) equipped with an attached NK2 micromanipulator (Eppendorf AG, Eppendorf, Germany). ICSI was performed by catching a single sperm cell using a microinjection pipette (The Pipette Company, Origio, Adelaide, Australia), then injected into an oocyte that was held by a holding pipette (The Pipette Company), whilst mitochondrial supplementation was performed by catching a single sperm and then expelling it into the drop containing the mitochondria. The sperm cell was recaptured again and aspirated into the injection pipette along with ~3pl mitochondrial isolate. The sperm cell and mitochondria were then injected into the oocyte. Only surviving and non-lysed oocytes progressed to *in vitro* embryo culture.

### Embryo culture

Injected oocytes that survived were cultured in Cook-Research Embryo culture media (Cook, Brisbane, Australia) in an incubator (Heracell, Heraeus, Germany) at 37 °C, 5% CO2 in humidified air. Embryos were cultured until the 2-cell stage and then vitrified and stored for embryo transfer.

### Embryo cryopreservation and warming

2-cell stage embryos were vitrified in vitrification media containing 15% DMSO, 15% Ethylene Glycol and 0.6 M Sucrose made in KSOM-Hepes and using Fibreplugs (Cryologic, Blackburn, Australia) as the vitrification device. Vitrified embryos were kept in (LN_2_) until use. Embryos were warmed prior to embryo transfer by immersion directly in warming solution (0.5 M sucrose in KSOM-Hepes for 5 min; 0.25 M sucrose in KSOM-Hepes for 5 min) followed by transfer to embryo transfer handling media (KSOM-Hepes).

### Embryo transfer

Pseudopregnant recipients (C57BL6/J/MARP × CBA/MARP) were selected to be mated with vascetomised males based on visual appearance of being in oestrus, and only those that had a plug were used for transfer. Transfers were performed on 0.5 day post-coitus females.

Prior to surgery, 0.1 ml/10grams bodyweight of 1% of 50 mg/ml Carprofen (Norbrook Labs Australia Pty Ltd, Tullamarine, VIC, Australia) was administered. The mouse was anaesthetized with an induction volume of 5% of 1 ml/ml Isoflurane (Pharmachem, Eagle Farm, QLD, Australia) in oxygen (1–4 litres a minute) through inhalation using an AAS Stinger Anaesthetic Machine (AAS Medical, Gladesville NSW 2111, Australia) until unconscious. The vaporiser was then turned to a setting of 2.5% with an oxygen flow rate of 0.4 litre/minute (Tec 4 or 5 Vaporise). The mouse was shaved over the flanks to remove hair and the skin was swabbed with 80% Ethanol to remove any excess hair. A ~10 mm incision was made in the skin with fine dissection scissors along the dorsal midline at the level below the last rib, perpendicular to the vertebral column allowing access to both oviducts. Once the incision had been made, the connective tissue from a small area of the skin was carefully separated away from the muscle layer using scissors. A small incision (~5 mm) just over the ovary was made with fine dissection scissors and the ovary was drawn carefully through the small incision. A Serrafine clip (Fine Science Tools, North Vancouver, BC, Canada) was attached onto the fat pad and laid down over the middle of the back. The oviductal infundibulum was exposed and a hand pulled capillary containing the embryos was placed into the infundibulum until the first bend was reached. 15 to 18 embryos were transferred into the ampulla. The ovary was then placed back into the abdomen. The muscle incision was sutured using simple interrupted stitches and the skin wound was then stapled with an Autoclip Applier (Becton Dickinson, Sparks, MD, USA). 1 to 2 drops of 100 mg/20 ml Bupivicaine (Pfizer Australia Pty Ltd, West Ryde, NSW, Australia) were administered to the site. The mouse was placed on some tissues in a clean cage on a warming pad. The mouse was initially monitored every 15 min in the first hour until it was ambulatory. It was then monitored over the following 5 days, with particular attention paid to the surgical site. Post-operational analgesia, Meloxicam (2.5 ml of 1.5 mg/ml added to 280 ml of H_2_O; Boehringer Ingelheim Pty Limited Animal Health Division, West Ryde, NSW, Australia), was administered daily and orally for 3 days post-operation and the clips were removed 10 days post-operation. Once the mouse had recovered, it was returned to a quiet area in the designated transfer or quarantine room and monitored for pregnancy. Pregnant mice were allowed to give birth naturally and the offspring were maintained with the mother until weaned (3 weeks).

### Matings of controls, founders and first and second generation females

Once founder female mice and females from the first and second generations had reached sexual maturity, they were mated overnight with a proven stud (10–15 weeks old), which had, prior to use in this work, produced at least one litter of 5 or more pups following its first mating. Likewise, control female mice were mated with a proven stud that had met the same criteria. The evidence of a plug indicated that the mouse had been successfully mated. Pregnant mice gave birth naturally and the offspring were kept with the mother until weaned (3 weeks).

### Determination of mtDNA copy number per cell

DNA was isolated from oocytes and EPCs using The ARCTURUS® PicoPure® DNA Extraction Kit (Thermo Fisher Scientific, Carlsbad, CA, USA). mtDNA copy number per cell was determined, as previously described^28^. In short, targets in the nuclear genome (*ActB*) and mtDNA (n = 3) were quantified using a Rotor-Gene 3000 (Corbett Research, Cambridge, UK) under primer specific settings for *ActB* (Forward: CCCTACAGTGCTGTGGGTTT; Reverse: GAGACATGCAAGGAGTGCAA; annealing temperature 58 °C) and mtDNA (Forward: CAGTCTAATGCTTACTCAGC; Reverse: GGGCAGTTACGATAACATTG; annealing temperature 58 °C). For DNA purified from EPCs, mtDNA copy number was calculated using the formula: mtDNA copy number per cell = 2 × N_mtDNA_/N_ActB_, where N_mtDNA_ and N_ActB_ were determined by the formula: N = (qPCR product concentration × 6.023 × 10^14^)/(qPCR product size in bp × 660). The concentrations of the qPCR products were determined using the standard curves method. For DNA purified from a single oocyte, mtDNA copy number was calculated using the formula: mtDNA copy number per cell = N_mtDNA_ × Volume factor, where Volume factor was determined by the ratio of total elution volume of the DNA samples to the volume used in the qPCR reaction.

### Assessment of weights

Mice were weighed on a weekly basis from 9am to 10am on a Tuesday using the same rotation on each occasion.

### Follicle counting

The left ovary from control and mitochondrial supplemented 10 week old mice was fixed in 4% paraformaldehyde and processed at the Monash Health Translation Precinct (MHTP) Histology facility. Five micron sections were cut and five sections were mounted per slide. Light microscopy images were taken on a Olympus BX61 microscope (Olympus, Tokyo, Japan) and every fifth section was counted using CellSens Software (Olympus, Tokyo, Japan). Primordial, primary and secondary follicles were counted regardless of nuclear presence. However, antral follicles were only counted when the nucleus was visible on images. Follicles were categorized as either primordial, primordial-primary transitional, primary, primary-secondary transitional, secondary, early antral or antral.

### Isolation of primordial follicles

Day 3 ovaries were harvested and dissected into 18 to 20 pieces using 27-gauge needles. The ovary pieces were digested using Liberase DH enzyme (Roche Diagnostics Australia Pty Limited, North Ryde, NSW, Australia) at 50 ug/ml for 75 min at 37 °C with gentle agitation. The enzyme reaction was stopped using foetal calf serum (final concentration 5%). Primordial follicles were isolated using stripper tips and transferred to vials and snap frozen in liquid nitrogen and stored at −80 °C prior to RNA extraction.

### RNA extraction from primordial follicles

Total RNA was extracted from 50–100 mouse primordial follicles per ovary using The ARCTURUS® PicoPure® RNA Isolation Kit (Arcturus), according to manufacturer’s instructions. Briefly, follicles were lysed and added to pre-conditioned columns. Membrane bound RNA samples were washed, followed by an in-column DNase I (Qiagen, Hilden, Germany) treatment step to remove genomic DNA. After a series of wash steps, purified RNA samples were collected using the elution buffer and stored at −80 °C. RNA samples with high quality, as determined by the 2100 Bioanalyzer system (Agilent Technologies Inc., Santa Clara, CA, USA), were used for library preparation and sequencing, which were performed by the MHTP Medical Genomics Sequencing Facility (Clayton, VIC, Australia).

### RNA library preparation, sequencing and bioinformatics analysis

Sequencing libraries were prepared using the Trio RNA-Seq kit (NuGEN Technologies, Inc., San Carlos, CA, USA), according to the manufacturer’s protocol (M01440v1; 2017). Briefly, mitochondrial-supplemented (n = 4) and control (n = 5) RNA samples were converted to cDNA and amplified using the single-primer-isothermal-amplification (SPIA) technology (NuGEN Technologies). cDNA samples were then enzymatically fragmented to produce libraries ~320 bp in size, verified by the 2100 Bioanalyzer system (Agilent Technologies). rRNA was subsequently removed from the final libraries. An equimolar pool of each library was prepared for sequencing on the Illumina HiSeq 3000 instrument (Illumina Inc., San Diego, CA, USA) using 75 bp single-read chemistry. A total of 267 million reads passed the quality filter with a mean of 29.7 million reads amongst the samples. 96% of the reads were above the Q score of 30 with the expected PhiX spike-in error rate of 0.19%.

Raw sequence reads were processed using the ‘Trim_Galore’ package (v0.4.4; www.bioinformatics.babraham.ac.uk/projects; last accessed on 3^rd^ June, 2018) and mapped to the mouse reference genome (GRChm38/mm10) using the ‘STAR’ software package (v2.5.3a), as described in^54^. High alignment rates, determined by ‘STAR’, and low rRNA quantities, determined by the ‘SortMeRNA’ software package, as described in^55^, were observed in the samples. 

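The genes listed as Rnr1 and Rnr2 carry the names of the mitochondrial rRNA genes without the prefix mt- that GENCODE M21 gives these, and none of the tables used here pairs the names, so that their identity rests on the symbol. Rnr1 and Rnr2 together made up 19.4%, 37.8%, 36.6% and 74.0% of the counts in control replicates 1 to 4, and 14.9%, 44.3%, 34.8% and 42.2% in mito-supplemented replicates 1 to 4. The 95% Wilson interval was 73.99% to 74.04% in control replicate 4 and 14.91% to 14.94% in mito-supplemented replicate 1. The mean share was 42.0% ± 23.0 in controls and 34.1% ± 13.4 in mito-supplemented samples (SD, n = 4 each), and no difference between the groups was found (exact permutation test, two-sided, p = 0.657). Without control replicate 4 the difference changed from -7.90 to 2.78 percentage points. The nuclear rRNA genes listed as Rn45s and Rn18s added between 1.23% and 5.22%. Outside these 4 genes, control replicate 4 held 2559876 counts and the other libraries between 7280214 and 15778975. These shares are of reads counted on genes, whereas the paper's rRNA quantities were determined from the reads.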

After initial quality checks, the ArrayQualityMetrics function from the ‘DESeq2’ software package (10.18129/B9.bioc.DESeq2; last accessed on 3^rd^ June, 2018), as described in^56^, identified one outlier from the control group, which was excluded from subsequent analyses. 

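The 8 libraries retained were compared by the correlation of log2 CPM over the genes tested. Control replicates 2 and 3 and mito-supplemented replicate 1 correlated with each other at r = 0.886 to 0.920, and with the other 5 libraries at 0.624 to 0.787. Mito-supplemented replicates 2 and 3, which share a group, correlated at 0.919. These are correlations across genes, which are not independent replicates. The first principal component held 36.3% of the variance and the second 24.9%. As a check for a library entered in duplicate, the counts of each pair of libraries were compared, and the lowest chi-square per degree of freedom was 66.3, for control replicates 2 and 3. This check says nothing else about how alike the libraries are.

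**Figure D2:**
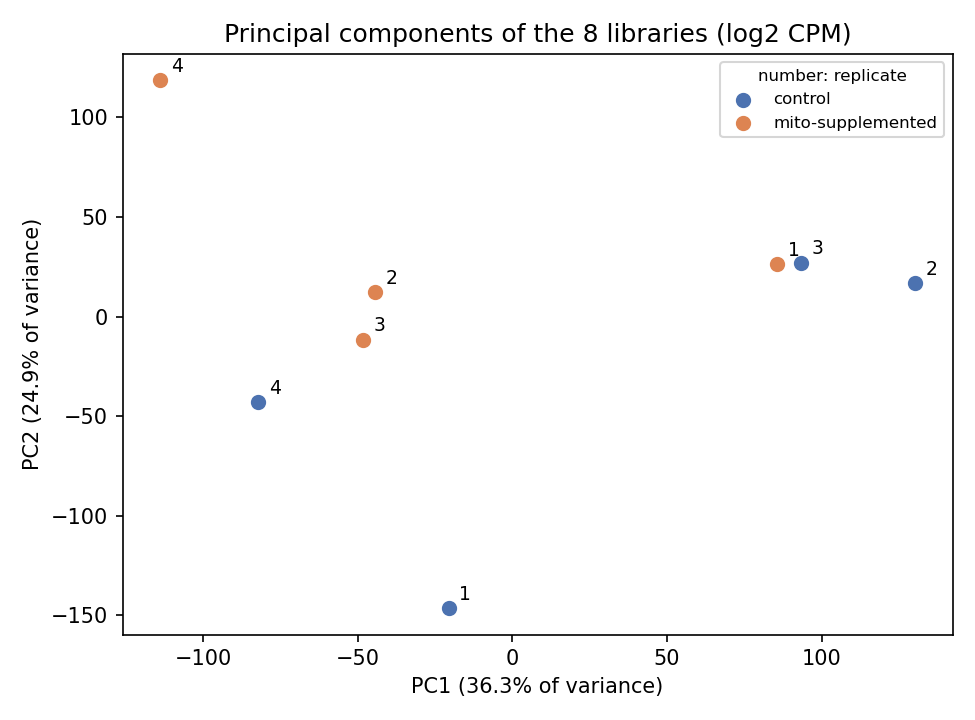
The first principal component (x axis) against the second (y axis) for the 8 libraries, from log2 CPM, coloured by group with the replicate number beside each point. Control replicates 2 and 3 and mito-supplemented replicate 1 lie between 85.6 and 130.1 on the first component, and the other 5 libraries lie below 0.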

The ‘featureCounts’ software package, as described in^57^, was then used to summarise reads mapped to annotated exons on the reference genome. Lowly expressed genes were filtered out prior to differential testing. Differentially expressed genes were determined using ‘edgeR’ (v3.20.9) (10.18129/B9.bioc.edgeR; last accessed on 3^rd^ June, 2018). The likelihood ratio test was performed to identify differentially expressed genes between the mitochondrial supplemented (n = 4) and control (n = 4) groups. Statistical significance is defined by an adjusted p-value of <0.05 using the Benjamini-Hochberg multiple testing correction. RNA sequencing data are available at NCBI Gene Expression Omnibus under project accession number GSE114985. Gene ontology was determined with the use of the PANTHER classification system (http://www.pantherdb.org/ last accessed on 3^rd^ June, 2018).

### Next Generation Sequencing of mitochondrial genomes

Total DNA was extracted from six primordial follicle samples from third generation mice and three separate aliquots of EPC mitochondrial isolates using The ARCTURUS® PicoPure® DNA Extraction Kit (Arcturus). Whole mitochondrial genome products for sequencing were generated by amplifying two overlapping fragments (A and B) of the whole mouse mitochondrial genome using long PCR. Each reaction comprised 50 ng total DNA, 1x High Fidelity PCR buffer, 100 mM MgSO4, 1 mM dNTPs (Bioline, London, UK), 1U of Platinum Taq High Fidelity (Invitrogen, Carlsbad, CA, USA) and 10 μM each forward and reverse primer (Amplification A: Forward-CCGTGCTACCTAAACACCTTATC and Reverse-CGTCCGTACCATCATCCAATTA; Amplification B: Forward-CCCTTCATCCTTCTCTCCCTAT and Reverse GTGGGATCCCTTGAGTTACTTC). Reaction conditions were initial denaturation at 94 °C for 2 min; 34 cycles of 94 °C for 15 sec, 57 °C for 30 sec, 68 °C for 10 min; 68 °C for 10 min. PCR products were purified using the QIAquick PCR Purification Kit (Qiagen), according to the manufacturer’s protocol.

Sequencing preparation and runs were performed by the MHTP Medical Genomics Sequencing Facility. Briefly, DNA concentrations for the purified amplicons were determined using the Qubit® dsDNA HS Assay kit (Invitrogen, Eugene, OR, USA). The purified amplicon pairs (A and B) from each sample were combined at equal concentrations in order to generate libraries. Firstly, the fragments were sonicated using the S220 Focused-ultrasonicator (Covaris, Woburn, MA, USA). Sequencing libraries were prepared using the Ovation Ultralow system V2 (protocol M01380v1; NuGEN) to add adaptors. Sequencing was performed using 250 bp paired-end chemistry on the Illumina MiSeq v2 (Illumina). A PhiX spike-in (Illumina) was used to provide a technical control.

Sequences were determined as described in^19^. In short, the two FASTQ files for each sample were imported into CLC Genomics Workbench v10.0.1 (CLC bio, Aarhus, Denmark). Base pairs associated with the adaptors were removed using the ‘trimming’ tool. The reads were mapped to the mouse mitochondrial reference genome (NCBI accession: AJ489607). Reads were mapped without masking, with the built-in criteria of an insertion and deletion cost of 3 and at least 80% identity, after which duplicate reads were removed. From the mapped reads, a reference genome was generated for each sample (consensus sequence) based on the majority of reads at each base. The reads were again mapped against the consensus sequence and the low frequency variant detection tool was used to identify variants, insertions and microdeletions. A 3% minimum threshold was employed for variant calling with the variant being present on both forward and reverse reads. A minimum coverage of 2800 was also required. The ‘alignment’ tool was used to compare the consensus sequences amongst the EPC and primordial follicle samples. mtDNA sequencing data can be found at NCBI Sequence Read Archive under project accession number PRJNA474546.

### Assessment of mtDNA variants and Indels

Further analysis of the mtDNA variants and Indels, including annotation, Position-specific evolutionary preservation (PSEP), and their potential effects on function, was performed using Panther’s Evolutionary Analysis of Coding SNPs and http://mamit-tRNA.u-strasbg.fr, as described in Supplementary Table 1.

### Histopathological Assessment of Mice

Histopathological assessments of three 12-week-old female mice from each of the three mitochondrial supplemented generations and three age and sex matched control mice were carried out by the Australian Phenomics Network Histopathology Service (APNHS, Melbourne, VIC, Australia). The following organs were removed, fixed with neutral buffered formalin (NBF), and haematoxylin and eosin (H&E) stained sections were prepared: Adrenal glands, Bladder, Bone marrow, Brain, Cecum, Cervix, Clitoral gland, Colon, Duodenum, Eyes, Gall bladder, Harderian glands, Head, Heart, Hind leg (Long bone, Bone marrow, Synovial joint, Skeletal muscle), Ileum, Jejunum, Kidney, Liver, Lungs, Mammary tissue, Mesenteric lymph node, Ovaries, Oviducts, Pancreas, Salivary glands and Regional lymph nodes, Skin, Spinal cord, Spleen, Stomach, Tail, Thymus, Thyroids, Trachea, Uterus, Vagina. The mice, all organs and H&E sections of organs were examined by APNHS pathologists for macro- and micro-morphological anomalies. In addition, the hearts from four 12-month-old female 1st generation mitochondrial supplemented-derived mice were fixed, sectioned and assessed by the APNHS pathologists, as described above. Full details of analyses undertaken and the reports for each mouse are available in Supplementary File 1 with additional analysis of hearts detailed in Supplementary File 2.

## Supplementary information

Supplementary Information

## Data Availability

The RNA sequencing data are available at NCBI Gene Expression Omnibus under project accession number GSE114985. The mtDNA sequencing data can be found at NCBI Sequence Read Archive under project accession number PRJNA474546.

How the deposited data were processed for this re-analysis (not part of the article)

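RNA-Seq counts were analysed for primordial follicles from day 3 ovaries of 4 mito-supplemented and 4 control samples. The authors trimmed the reads, mapped them to GRCm38 with STAR and counted them on annotated exons with featureCounts. The deposited values are these raw counts for 26586 gene symbols, and the annotation release, the strand setting and the handling of reads that map to several places are not given in the paper's text. Each sample's group and replicate number were taken from the sample labels and the paper.

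From the counts, edgeR 4.0.16 in R 4.3.3 was used with TMM normalization and its default expression filter, which kept 13873 genes. The main test was edgeR's quasi-likelihood test of mito-supplemented against control samples, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p value under 0.05 and an absolute log2 fold change of at least 1. The likelihood ratio test, which the paper used, DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0 were used for alternatives. The alternatives covered the test, the normalization, the filter on low counts, a block for the replicate number, counts summed over samples that share the first part of their label code, a surrogate variable, an offset for GC content and length, and leaving out each library in turn. GC content and length were known for 97.2% of the genes tested. Values in CPM are TMM-normalized, with a prior count of 2 on the log2 scale. Standard errors were derived from the log2 fold change and the F statistic.

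The genes named were to be the 10 largest changes among the genes past both thresholds with separated groups, together with Egr1, Fos, Fosb and Atf3, which were read in Fig. 1c, Polg and Bcat2, which the discussion names, Tet1, Tet2 and Tet3 of the TET family, which it names as a family, and Xist. As the quasi-likelihood test called 0 genes, the first part of the rule was applied to the likelihood ratio test, a choice made after the data were examined. Coordinates are from GENCODE M21, to which 24513 symbols were matched, 2089 of them through older symbols.

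The gene lists tested were immediate-early, heat shock, inflammatory response, oocyte, granulosa, stroma, endothelial, immune, red cell, surface epithelium, smooth muscle, mtDNA replication, nuclear oxidative phosphorylation and DNA methylation genes. The lists of mtDNA-encoded and Y-linked genes had too few genes tested. The lists were written before the data were examined, but after Egr1, Fos, Fosb and Atf3 had been read in Fig. 1c. A list needed at least 3 genes tested. Single values per library were compared by exact permutation tests. The share of counts on mtDNA-encoded genes was not computed as planned, since 0 gene symbols carry the prefix mt-, and the share on Rnr1 and Rnr2 was used after the data were examined.

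The scripts were tested on simulated counts with the means and library sizes of these samples and 200 changed genes. Each gene was drawn independently of the others. At the dispersions of these libraries, 183 of the changed genes passed the filter among 13237 genes tested. The quasi-likelihood test recovered 7.65% of them with 2 unchanged genes called, and the likelihood ratio test recovered 50.3% with 22 unchanged genes called. At a dispersion of 0.04, both tests recovered 99.5% of 198 changed genes among 13791 tested. In 20 data sets simulated with no changed gene, with a median of 13298 genes tested, the quasi-likelihood test called 0 genes in each, and the likelihood ratio test between 0 and 15 with a median of 4.5. Total counts ranged from 10370045 to 19760763 per library. The ontology classification, the litter and follicle measurements and the excluded control library were not analysed here.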

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

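A library stood apart from the other 3 of its group in 3 of the 74 groups of 4 libraries examined, and chance gives about 3.7. No biological explanation was tested for these values, and no technical one beyond the counts given.

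The TMM normalization factor of mito-supplemented replicate 3 was 1.37, against 1.05 to 1.09 in the other 3 mito-supplemented libraries. Leaving out that library gave 49 genes in the likelihood ratio test and 0 in the quasi-likelihood test.

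The level of Tlr5 in mito-supplemented replicate 2 was 2.99 log2 CPM, from 113 counts, and between 1.08 and 1.14 in the other 3 libraries of the group. Without this library the log2 fold change of Tlr5 was 4.77 in the quasi-likelihood test, against 5.52 with all libraries.

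The level of 2810468N07Rik in control replicate 2 was -2.31 log2 CPM, which is 1 count, and the other 3 control libraries had 0 counts. A difference of 1 count lies within the limit of 3 counts that a count of 0 allows.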

How the results depend on the processing

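The alternatives in this part were set before the data were examined, except those applied to the likelihood ratio test, the quasi-likelihood fit without legacy settings, the red-cell covariate and the share of counts on Rnr1 and Rnr2.

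The count of differentially expressed genes was 0 in the quasi-likelihood test and in 22 of 25 alternatives, all of which kept that test or glmTreat. The count was 58 with the likelihood ratio test, 141 with DESeq2 (131 higher and 10 lower) and 2578 with limma-voom with sample quality weights (1438 higher and 1140 lower). By adjusted p value alone the counts were 58, 141 and 2913. The sample quality weights ran from 0.231 for control replicate 1 to 3.53 for control replicate 3. The 1069 genes at an unadjusted p value under 0.05 became 361 with glmTreat and 5222 with limma-voom with sample quality weights, the ends of the range over the 25 alternatives, and ran from 572 without mito-supplemented replicate 2 to 2003 without mito-supplemented replicate 1 over the fits that each left out a library. Their split of 736 higher and 333 lower became 1288 and 53 with library size only, 560 and 553 with the GC and length offset, and 1006 and 997 without mito-supplemented replicate 1.

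The likelihood ratio count ranged from 13 without mito-supplemented replicate 2 to 387 without mito-supplemented replicate 1, over 8 fits that each left out a library. It was 331 without control replicate 4, 22 without control replicate 2 and 26 without mito-supplemented replicate 4. It was 210 with library size only, 135 with 1 surrogate variable and 151 with the red-cell list as covariate. The share of higher calls was 98.3% with all libraries, 84.4% with the surrogate variable, 80.8% with the red-cell covariate and 59.2% without mito-supplemented replicate 1. Of the 58 genes, 57 were shared with the 387, 13 with the 13, and 24 with the 40 genes called after counts were summed by label prefix. The cause of these changes was not tested.

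The replicate numbers do not pair the samples, since the correlations of same-numbered deviations were -0.24, -0.19, -0.33 and 0.22. With the replicate block the quasi-likelihood count was 0, the likelihood ratio count was 74, and 9 gene lists passed.

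The distance between groups kept its sign in 9 of 12 alternatives and stayed past no threshold in any of the 12. With each library left out in turn it ranged from -0.058 without mito-supplemented replicate 4 to 0.157 without control replicate 4, and was -0.044 and -0.0046 without mito-supplemented replicates 2 and 3. The count of gene lists past adjusted p was 8, was 0 with the correlation estimated and with fry, and ranged from 3 without control replicate 1 to 9 without mito-supplemented replicate 1. It was 4 without mito-supplemented replicate 3 and 5 without mito-supplemented replicate 2. The medians of the immediate-early and surface epithelium lists stayed above 0 in all 14 alternatives, from 1.08 to 1.92 and from 1.96 to 3.42.

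Scaling by library size only moved the median log2 fold change of all genes tested from -0.098 to 0.172. Under it the list medians changed sign for DNA methylation (0.080), heat shock (0.33), mtDNA replication (0.13) and nuclear oxidative phosphorylation genes (0.18), and the log2 fold changes for Tet2 (0.18) and Xist (0.087). With each library left out in turn, the heat shock median ranged from -0.24 to 0.27, the immune median from -1.74 to 0.079, the red-cell median from -2.88 to 0.072 and the oocyte median from -1.24 to 0.20, the last without control replicate 1.

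The log2 fold change of Tet2, -0.033, became 0.42 with limma-voom with sample quality weights, 0.070 with upper quartile, 0.00083 with at least 1 CPM in 4 samples, 0.022 with at least 1 count in any sample and 0.017 with the replicate block, and ranged from -0.16 to 0.25 with each library left out. That of Xist, -0.23, became 0.36 with the replicate block, 0.86 with 1 surrogate variable and 0.82 with the red-cell covariate, and ranged from -0.58 to 0.39 with each library left out. That of Polg, -0.52, became 0.052 with 1 surrogate variable. None of these was past an adjusted p value of 0.05. The fold changes of Egr1, Fos, Fosb and Atf3 stayed above 2 on the log2 scale in all alternatives.

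The difference in counted reads ranged from -967302 without control replicate 4 to 1649137 without control replicate 3, and the difference in the share of counts on Rnr1 and Rnr2 from -15.4 percentage points without control replicate 1 to 2.78 without control replicate 4. Neither passed an exact permutation test in any alternative. Each named gene and each gene list was paired with each alternative set before the data were examined that gave it a value. In 540 of these pairs the direction and the side of the threshold were the same, in 45 the threshold was passed only under the alternative, in 34 it was passed only without it, and in 25 the direction was reversed. The spread between these libraries limits the quasi-likelihood test, which recovered 7.65% of the genes changed in simulated counts.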

Differences from the paper's values

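The paper reports 53 differentially expressed genes, and the quasi-likelihood test gave 0. Of the alternatives set before the data were examined, the likelihood ratio test gave 58, within 1.5 times the paper's value, and it is the test the paper's methods name. The other alternatives set before the data were examined did not close the gap, with 141 genes in DESeq2, 2578 in limma-voom with sample quality weights and 0 in the rest. Egr1, Fos, Fosb and Atf3, which are among the rows of Fig. 1c, were called by these 3 tests and not by the quasi-likelihood test. Of 22 settings of the likelihood ratio test chosen after seeing the values, 14 gave between 39 and 78 genes. These were relative log expression (55), upper quartile (78), at least 1 CPM in 4 samples (66), in 2 samples (66) and in any sample (52), at least 0.5 CPM in 4 samples (64), at least 10 counts in every sample (77), at least 1 count in any sample (44), the replicate block (74), counts summed by label prefix (40), the GC and length offset (39), and leaving out control replicate 1 (60), control replicate 3 (60) or mito-supplemented replicate 3 (49).

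About 50 rows of Fig. 1c, read by eye, are lower in the group its colour bar marks as Treatment, and 0 genes were lower in the quasi-likelihood test. In the likelihood ratio test 1 gene was lower in mito-supplemented samples, and 57 were higher, which matches the figure only with the direction turned round. The alternatives set before the data were examined did not close this gap, with 10 genes lower in DESeq2 and 1140 in limma-voom with sample quality weights. In the figure the libraries marked Treatment are numbered S37, S39, S40 and S41, and those marked Control S42 to S45. The number between S37 and S39 is absent, and the methods exclude a library of the control group. The sample labels do not give these numbers, and no cause is named. The groups used here are those of the labels.

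The paper's mean of 29.7 M reads per library counts reads passing the quality filter, including the excluded library, whereas the mean count on genes was 15.3 M in the libraries analysed here. None of the alternatives set before the data were examined adds reads to those counted, so none bears on this difference.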

Other observations

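The tests in this part on the splits of the unadjusted, likelihood ratio, DESeq2, limma-voom and list results, on the means of the cell type lists, on the depth of single libraries, on simulated data without changes, on GC content and length, on blood-forming cells and on Uqcrc1 were chosen only after the results were seen.

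The 58 genes of the likelihood ratio test were compared with every other split of the 8 libraries into 4 and 4. In 6 of the 35 splits, the real one included, the test called as many genes. The 5 splits with more calls, from 623 to 2166 genes, were the 5 that put control replicates 2 and 3 and mito-supplemented replicate 1 in the same group, and the remaining splits gave at most 12. The result was as large in 6 of the 35 splits for the genes at an unadjusted p value under 0.05 and for DESeq2, in 5 for limma-voom with sample quality weights, and in 3 for the gene lists past adjusted p. The quasi-likelihood count of 0 was met by all 35 splits, which says nothing about the grouping, and 2 other splits gave calls in that test, at most 1325 genes. Counted over all 35 splits, a result of this size is therefore not rare. Among the splits that divide these 3 libraries, the real one gave the most likelihood ratio calls, a comparison made after the counts were seen. In limma-voom with sample quality weights, another such split gave 2894 calls against 2578 for the real one. The 58 genes exceed the 15 genes at most that the likelihood ratio test called in data simulated without changes. Each gene was simulated independently of the others, so the simulated data lack the variation that these libraries share across genes. They therefore cannot exclude the test's behaviour on these libraries as the cause. Of the 58 genes, 38 kept their call with the GC and length offset, which argues against that bias as the whole cause. Total counts did not differ between the groups (exact permutation test, two-sided, p = 0.80). The generation studied remains among the open explanations, untested apart from the comparison itself.

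A response to tissue dissociation or handling time is a candidate explanation for part of the difference, since the follicles were released by enzymes. The 35 immediate-early genes tested outside the 4 read in Fig. 1c had a median log2 fold change of 1.11, with 30 higher in mito-supplemented samples. The 14 heat shock genes had a median of -0.14, with 4 higher (fitted log2 fold changes, as for the 35). The lists were predicted to move together and did not, so handling cannot be told apart from a difference between the groups, as no library records its handling time.

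A different share of ovarian cells in the isolates is another candidate explanation. Among genes above 3.47 log2 CPM, all 13 oocyte genes were lower (median log2 fold change -1.47), all 11 stroma genes higher (0.70), all 5 surface epithelium genes higher (1.87), all 3 smooth muscle genes higher (0.27) and all 4 red-cell genes lower (-0.24), while 12 of 14 granulosa genes were higher (0.95), all as fitted log2 fold changes. The mean log2 CPM of the abundant genes per library differed most for surface epithelium genes, by 2.29 (exact permutation test, two-sided, p = 0.0857), and the lowest adjusted p value over the 6 lists with at least 3 abundant genes was 0.257. With all 10 surface epithelium genes the groups did not overlap (difference 2.59, exact permutation test, two-sided, p = 0.0286, adjusted p = 0.20 over the 14 lists). As 0.0286 is the smallest p of this test, a single list could not pass an adjusted p value of 0.05 over 6 or 14 lists. The separation with all 10 genes was narrow, with 4.419 log2 CPM in control replicate 4 and 4.429 in mito-supplemented replicate 1. The median of all oocyte genes tested was 0.20 without control replicate 1. The average of the oocyte list differed widely between libraries, from 2.14 log2 CPM in mito-supplemented replicate 4 to 7.12 in control replicate 1. With 4 libraries against 4 a shift in cell share between the groups cannot be told apart from the variation among libraries. None of the genes of a list is held by another list, and 4 of the 46 immediate-early genes were read in Fig. 1c. By the difference in mean log2 CPM in limma's camera test, the endothelial (median 0.70, adjusted p = 0.0343) and inflammatory (1.61, adjusted p = 0.0130) lists were higher, the first with a median of 0.27 without control replicate 1 and the second with 0.86 without control replicate 4, and nuclear oxidative phosphorylation genes lower (-0.19, adjusted p = 0.0231). The last median was -0.047 without control replicate 1 (adjusted p = 0.433 from the same limma test) and -0.27 without control replicate 2, its adjusted p value ranged from 0.0026 to 0.558 over the alternatives, and with library size only it was 0.18. Over the 14 alternatives, the endothelial list did not pass in 5 and the inflammatory list in 6. With each library left out, their adjusted p values from limma's camera test ran from 0.00472 to 0.531 and from 1.65e-05 to 0.284. The smooth muscle (0.87, adjusted p = 0.0882), heat shock (-0.044, adjusted p = 0.974), immune (-0.47, adjusted p = 0.933), mtDNA replication (-0.24, adjusted p = 0.345), red-cell (-1.17, adjusted p = 0.345) and DNA methylation (-0.29, adjusted p = 0.345) lists did not pass. The smooth muscle list passed in 3 of 14 alternatives, with the replicate block (adjusted p = 0.0103), without control replicate 4 (median 1.47, adjusted p = 0.00275) and without mito-supplemented replicate 1 (1.27, adjusted p = 0.0376), while its median was 0.37 without mito-supplemented replicate 4, and its adjusted p value in limma's tests ranged from 0.00275 to 0.582 over the alternatives. The red-cell list passed in 1, without mito-supplemented replicate 1 (-2.88, adjusted p = 0.0334 from limma's camera test), with a range of 0.0334 to 0.881.

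Distances were compared between samples that share the first part of their label code and other samples of the same group. In mito-supplemented samples the mean distance was 1.33 for 3 pairs with a shared code and 1.81 for 3 other pairs, whereas in controls it was 2.05 for 2 pairs with a shared code and 1.80 for 4 other pairs, so that the groups went opposite ways. Over both groups the difference was -0.19 (exact permutation test, one-sided, p = 0.25, where the smallest p possible is 0.0833). With so few pairs, a lack of independence cannot be told apart from chance. What the first part of the code marks is not given, so samples that share it may not be independent. The SDs and exact permutation tests given for the groups treat the 4 libraries of each group as independent, which these distances cannot show.

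Control replicates 2 and 3 and mito-supplemented replicate 1 lay close together although they belong to both groups. A candidate source is blood-forming cells in the isolates. These 3 libraries were the highest 3 for 4 of the 4 red-cell genes tested, against 14.1% of all genes tested and 1.79% by chance. Slc4a1, chosen after its values were seen, had 31582, 29789 and 61797 counts in them and between 99 and 687 in the other 5. The globin gene Hbb-b1, another of the 4, had 3629, 1589 and 7057 counts in them and between 47 and 255 in the other 5. Against this, Hba-a1 and Hba-a2, which such cells express abundantly, had at most 106 counts in any library. These are near-identical copies whose reads the counting could have left out, so the source cannot be told apart. By total count the 3 libraries ranked as low as 5 of 8, which argues against depth as the source.

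Uqcrc1 (chromosome 9), chosen after its values were seen, ranged from 3283 to 3472006 counts, or 9.53 on the log2 CPM scale, without following the groups. The widest range of any of the other oxidative phosphorylation genes was 4.98, so a change shared by these genes is argued against. It took 17.6% of the counts of mito-supplemented replicate 1. No biological explanation was tested.

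The discussion names Polg, Bcat2 and the TET family without its members, and none of the genes concerned passed an adjusted p value of 0.05 in the quasi-likelihood test. Polg, Bcat2, Tet1, Tet2 and Tet3 had log2 fold changes of -0.52, -0.63, 0.65, -0.033 and -0.53, with standard errors of 0.54, 0.51, 0.68, 0.32 and 0.32 and edgeR adjusted p values of 0.796, 0.747, 0.798, 0.978 and 0.696. Without control replicate 2 the log2 fold change of Polg was -0.063, and that of Tet1 was 1.66 without control replicate 4. Exons of Polg, Bcat2 and Tet2 overlap those of another gene, so their counts are uncertain. Of the 10 genes fixed in advance, 4 passed when adjusted over the list alone, namely Egr1, Fos, Fosb and Atf3, which were read in the study's heat map of these samples and are not independent evidence, and 0 passed over all genes tested. Of the 13873 genes, 698 had groups without overlap, or 5.03%, where 2.86% is expected on average over all splits. Genes vary together across these libraries, and the share in the other splits was not computed. Whether 5.03% is unusual for a single split therefore cannot be told.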
